# Microarray profiling and co-expression network analysis of lncRNAs and mRNAs in ovarian cancer

**DOI:** 10.1038/s41420-019-0173-7

**Published:** 2019-05-07

**Authors:** Ce Gao, Di Zhao, Qing Zhao, Dandan Dong, Lin Mu, Xuejun Zhao, Man Guo, Aili Xu, Lei Fang, Qian Liu, Jianhua Che

**Keywords:** Tumour biomarkers, Ovarian cancer

## Abstract

Dysregulated long noncoding RNAs (lncRNAs) are involved in the pathogenesis and development of human diseases, such as epithelial ovarian cancer (EOC). In this study, we identified EOC-related lncRNAs and performed lncRNA and mRNA microarray analyses using IOSE80, a normal ovary cell line, and two ovarian carcinoma cell lines (SKOV3 and SKOV3/DDP) to investigate the potential roles of lncRNAs in EOC. lncRNA-HEIH expression in EOC tissues and cell lines was measured by quantitative real-time polymerase chain reaction (qPCR). In addition, we generated a lncRNA–mRNA co-expression network in order to identify lncRNA-expression trends and potential lncRNA target genes. Cell viability, migration, and invasion were determined by Cell Counting Kit-8, transwell assay, and wound-healing assay, respectively, and apoptosis was analyzed by flow cytometry. We identified 3527 differentially expressed lncRNAs upon comparison of the lncRNA profiles from IOSE80 with those of SKOV3 cell lines, with 11 differentially expressed lncRNAs confirmed by qPCR. Both pathway and gene ontology analyses demonstrated the involvement of lncRNAs, especially *HEIH* and *LINC-PINT*, in multiple biological processes. Furthermore, in vitro knockdown experiments confirmed that suppression of *HEIH* expression inhibited EOC cell proliferation. Our findings provide a foundation for further research into the role of these lncRNAs in EOC carcinogenesis and progression.

## Introduction

Ovarian cancer (OC) is the third most common cancer in women and the most fatal gynecological cancer in the world. According to a recent study, 22,280 new cases of OC and 15,500 OC-related deaths have been reported in the United States^1^. Epithelial ovarian cancer (EOC) constitutes 90% of all OC cases and is typically diagnosed at an advanced stage due to rapid progression of the disease and nonspecific clinical symptoms. Despite recent progress in surgery and chemotherapy, the overall 5-year survival rate of EOC patients is only 40%^2^. Due to the poor understanding of EOC etiology and pathogenesis, the molecular mechanisms associated with EOC progression have not been clearly elucidated, which is critical for the development of new therapeutic and diagnostic approaches.

Long noncoding RNAs (lncRNAs) are nonprotein-coding RNAs of >200 nucleotides and involved in the regulation of gene expression^3^. lncRNA-expression levels exhibit high degrees of tissue and disease specificity, which are closely associated with their biological functions^4^. Recent studies show that dysregulated lncRNAs play vital roles in tumorigenesis^5^ via multiple cancer-related biological processes, including apoptosis, cell cycle regulation, metastasis, and DNA-damage response^6–8^. Several lncRNAs, such as *HOTAIR*^9^, *FAL1*^10^, and *HOST2*^11^, are involved in EOC progression, with *ZFAS1* upregulated by cisplatin in multiple EOC cell lines^12^. In addition, a peptide nucleic acid-based therapeutic approach decreased EOC invasiveness and increased chemotherapeutic sensitivity by inhibiting *HOTAIR*–*EZH2* activity^13^. Moreover, the lncRNA *FAL1* regulates cancer-cell cycle progression and cell senescence, as well as xenograft tumor growth in vivo^14^, and another study reported that inhibiting the expression of lncRNA *HOST2* significantly reduced the migration, invasion, and proliferation of OVCAR-3 cells^15^. However, the regulatory roles of lncRNAs in EOC have not been studied sufficiently.

In this study, we performed genome-wide lncRNA and mRNA microarray analyses on IOSE80 cells, a normal ovary cell line, and two OC cell lines (SKOV3 and SKOV3/DDP) in order to identify EOC-related lncRNAs. The SKOV3 cell line is a human OC adenocarcinoma cell line, and SKOV3/DDP is a cisplatin-resistant variant of SKOV3^16^. Our findings revealed functional lncRNA profiles in EOC and *cis*-resistant EOC cells, thereby expanding the current understanding of EOC pathogenesis and providing novel insights supporting the development of new therapeutic targets for EOC.

## Results

### Determination of lncRNA-expression profiles in different cell lines

We profiled IOSE80, SKOV3, and SKOV3/DDP cell lines in order to determine transcriptional alterations. 

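IOSE80 is an immortalized line of normal ovarian surface epithelial cells, SKOV3 is a line from an ovarian adenocarcinoma, and SKOV3/DDP is the variant of SKOV3 that resists cisplatin. Total RNA of each line was hybridized to 3 one-color Arraystar arrays, giving 9 arrays in all, and each array carried 1 Cy3-labeled sample. The paper names a low-input QuickAmp kit for the labeling, whereas the sample records describe random priming with the Arraystar Super RNA protocol. The authors deposited the scanner output of Feature Extraction 11.0.1.1 for every array and a table of their processed values on the log2 scale. Each array held 60904 lncRNA and mRNA probes with 1 spot each. The probes are listed by array identifiers alone, without a gene name or an RNA class, so lncRNAs and mRNAs were counted together here. Another 20 probes with 10 spots each carry the RefSeq accession of a protein-coding gene, and all 20 accessions were matched to a symbol. The 75th percentile of the background-corrected intensity was 173 ± 16.6 (SD, n = 3 arrays) in IOSE80, 168 ± 13.8 (n = 3) in SKOV3, and 51.8 ± 3.14 (n = 3) in SKOV3/DDP. The share of probes well above background was 40.9% ± 1.68 in IOSE80, 40.6% ± 0.56 in SKOV3, and 35.9% ± 2.77 in SKOV3/DDP. No spot was saturated. The arrays were scanned in 2 batches, with the 3 IOSE80 arrays and 2 SKOV3 arrays in scan 1 and the remaining SKOV3 array and the 3 SKOV3/DDP arrays in scan 2. IOSE80 and SKOV3/DDP therefore share no scan, and only SKOV3 links the scans. For the comparisons, log2 intensities were scaled to the 75th percentile of the 15178 probes that were well above background on all 9 arrays. Cell lines were compared with limma, with all 9 arrays in one model. Under this scaling the median of all tested probes shifted by 1.24 (log2) between SKOV3/DDP and IOSE80 and by 0.08 between SKOV3 and IOSE80, so the balance of higher and lower calls in SKOV3/DDP depends on the scaling.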

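Of the 60904 lncRNA and mRNA probes, 28559 were well above background on at least 3 of the 9 arrays and were tested. Spots marked as non-uniform were left out, which was between 10 and 39 spots per array. A probe was called differentially expressed at a fold change over 2 and a Benjamini-Hochberg adjusted p under 0.05 in limma. The spread between replicate arrays was small, with a median SD of 0.13 (log2) in IOSE80, 0.21 in SKOV3, and 0.27 in SKOV3/DDP over the tested probes. The 3 arrays per line limit the precision of each probe's value. Their replicate numbers do not tell separate cultures from repeat arrays of the same culture. The limma p-values are therefore set against the spread between arrays.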

A total of 40,173 lncRNAs were analyzed using the Arraystar human lncRNA microarray version 4.0, and differences in lncRNA-expression levels according to fold changes >2.00 and a *P* < 0.05 were considered significant. 

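Across the 28500 tested probes with a value on every array, replicate arrays of one line correlated closely, with a mean Pearson r of 0.989 in IOSE80, 0.983 in SKOV3, and 0.980 in SKOV3/DDP. These correlations are across probes, which are not independent replicates. Arrays of IOSE80 and SKOV3 correlated with a mean r of 0.839, arrays of SKOV3 and SKOV3/DDP with 0.602, and arrays of IOSE80 and SKOV3/DDP with 0.563. Average-linkage clustering on these correlations placed the 9 arrays in 3 clusters that were the 3 cell lines, and the SKOV3/DDP arrays separated from the other 6 at the top branch. Euclidean distance with complete linkage gave the same clusters. The SKOV3 array of scan 2 had an r of at least 0.978 with the SKOV3 arrays of scan 1 and of at most 0.650 with the SKOV3/DDP arrays of its own scan.

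**Figure D1:**
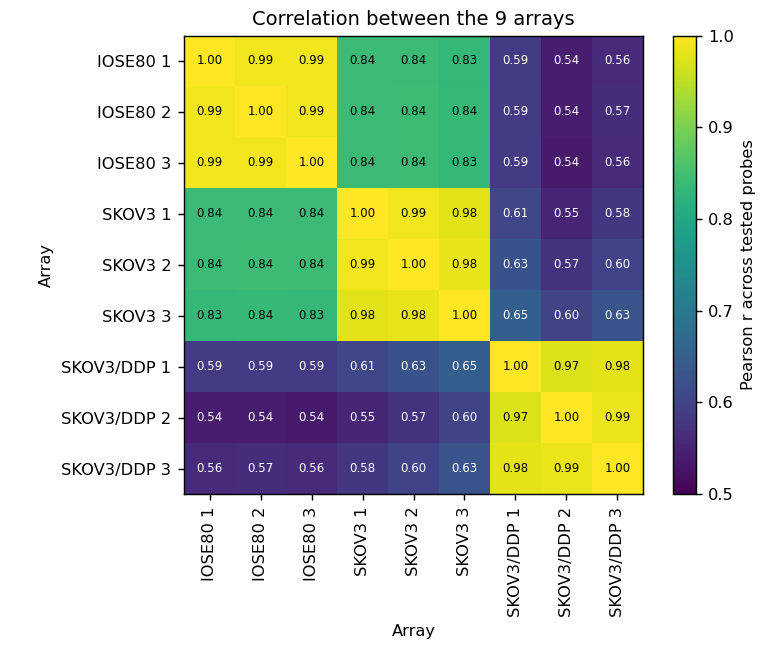
Pearson correlation between each pair of the 9 arrays over the tested probes, with arrays on both axes and the color giving r. The 3 SKOV3/DDP arrays correlate with the other lines at 0.65 or below, and IOSE80 with SKOV3 at about 0.84.

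Between SKOV3 and IOSE80, 9562 of the 28559 probes were called differentially expressed, of which 4550 were higher and 5012 were lower in SKOV3. Over all tested probes, called or not, the arrays of both lines did not overlap for 65.0%, where chance gives 10% for 3 arrays against 3. The median called change was 1.80 (log2) upward and -1.98 downward. On the authors' processed values with the methods' t-test at an unadjusted P under 0.05, the counts were 4265 higher and 4759 lower. The filter on dim probes moved the count most, to 3797 when only probes detected on all 9 arrays were tested.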

Hierarchical clustering showed distinguishable lncRNA-expression profiles among the different cell lines, with the results indicating 3527 differentially expressed lncRNAs between SKOV3 and IOSE80 cells, of which 1945 were upregulated and 1582 were downregulated. A total of 9706 differentially expressed lncRNAs were identified in the SKOV3/DDP cell line as compared with the IOSE80 cell line and included 6205 upregulated and 3501 downregulated lncRNAs. Moreover, the expression profiles of 9314 lncRNAs differed between SKOV3/DDP and SKOV3 cells, including 5748 upregulated and 3566 downregulated lncRNAs. 

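For SKOV3/DDP against IOSE80, limma called 23431 of the 28559 probes of both RNA classes, with 14912 higher and 8519 lower in SKOV3/DDP. No overlap between the arrays was seen for 91.1% of all tested probes. The split between directions followed the scaling. Higher probes made up 63.6% of the calls in this setting and 53.2% when the percentile was taken over all probes, with 11789 higher and 10351 lower. The authors' processed values with the methods' t-test at an unadjusted P under 0.05 gave 11541 higher and 10180 lower. With the scan as a block, the median difference of all tested probes was 1.06 (log2). The scan term rests on the 1 SKOV3 array of scan 2, so no count is given. Before any scaling, the control probe named for the 5′ end of mouse GAPDH was at a log2 intensity of 15.72 ± 0.35 (SD, n = 3 arrays) on the SKOV3/DDP arrays, 4.89 ± 0.12 on the SKOV3 arrays, and 4.46 ± 0.24 on the IOSE80 arrays. It was not well above background on 2 of the SKOV3 arrays or on any of the IOSE80 arrays. The control probe named for the 3′ end of human PGK1 was at 12.86 ± 0.12, 17.35 ± 0.05, and 16.21 ± 0.05 on the same arrays.

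**Figure D2:**
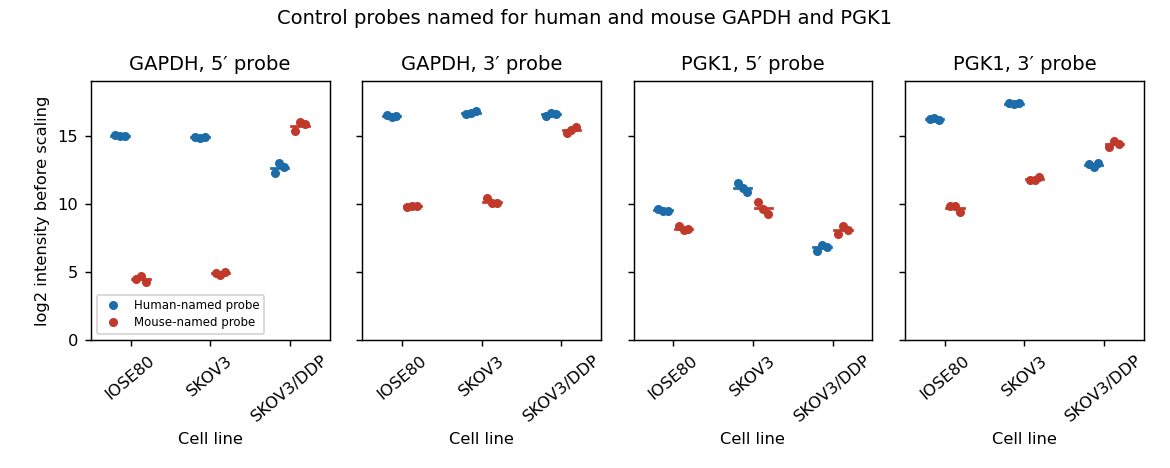
Log2 intensity before scaling (vertical axis) of the control probes named for human and mouse GAPDH and PGK1 in each cell line (horizontal axis), with 1 point per array and a line at the mean of 3 arrays. Mouse-named probes lie below the human-named probe of the same gene and end in IOSE80 and SKOV3, and above it in SKOV3/DDP except at the 3′ end of GAPDH.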

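For SKOV3/DDP against SKOV3, 23120 probes of both RNA classes were called, with 15084 higher and 8036 lower in SKOV3/DDP. Higher probes made up 65.2% of these calls and 53.5% after quantile normalization, which called 11608 higher and 10101 lower. The authors' processed values with the methods' t-test at an unadjusted P under 0.05 gave 11076 higher and 9825 lower. With the scan as a block, SKOV3/DDP is compared with the 1 SKOV3 array of its own scan, so no count is given. The median difference of all tested probes was then 1.13 (log2). Of the 2000 brightest probes of the IOSE80 and SKOV3 arrays, 52.2% were at least 16-fold dimmer on the SKOV3/DDP arrays before scaling, and 20.9% had not dimmed by more than 2-fold.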

Figure 1 shows volcano plots and hierarchical clustering of the differentially expressed lncRNAs.

**Fig. 1:**
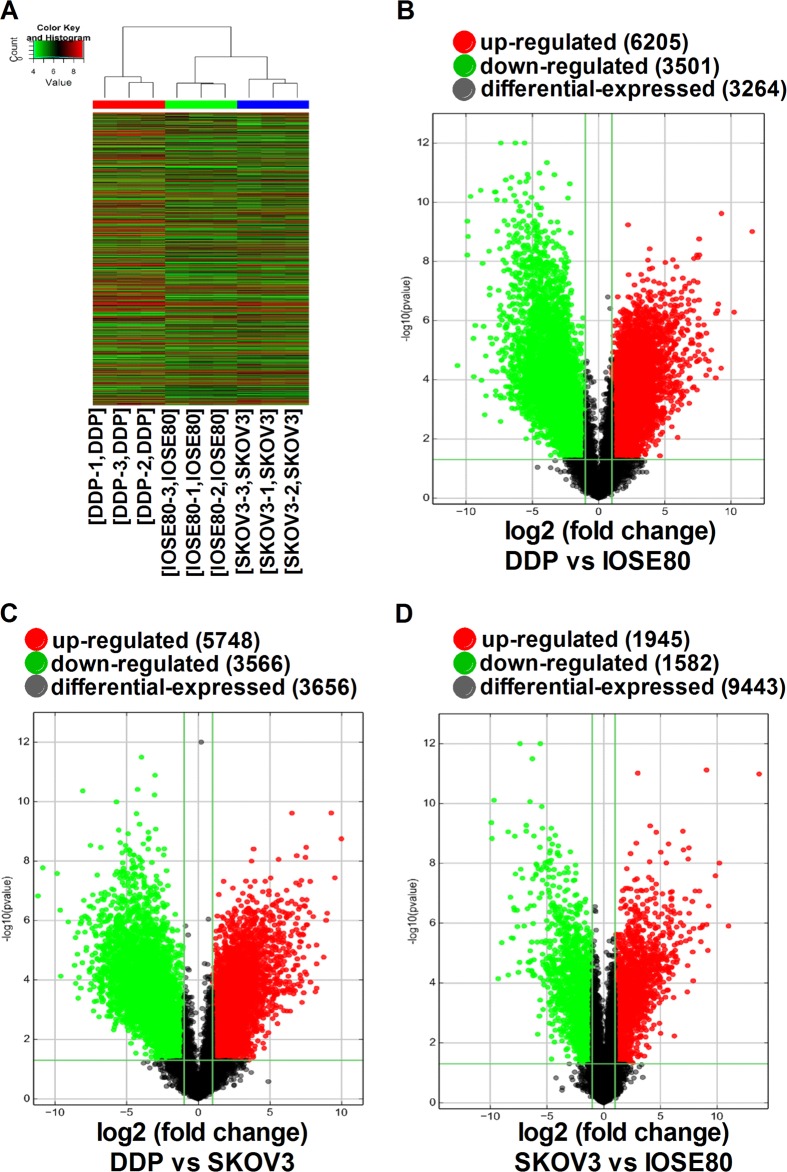
Differentially expressed lncRNAs in IOSE80, SKOV3, and SKOV3/DDP cell lines. **a** Differentially expressed lncRNAs were analyzed using hierarchical clustering. ‘Red’ indicates high relative expression, and ‘green’ indicates low relative expression. Volcano plot comparisons of gene expression between **b** SKOV3 and IOSE80 cells, **c** SKOV3/DDP and IOSE80 cells, and **d** SKOV3/DDP and SKOV3 cells. Vertical lines correspond to twofold upregulation and downregulation, respectively, and the horizontal line represents a *P* < 0.05. The red and green points in the plot represent upregulated and downregulated genes that are statistically significant

### mRNA profiles of the different cell lines

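Among the mRNAs, 20 protein-coding genes could be named on the arrays, and 19 of them were tested. Between SKOV3 and IOSE80, PGK1, which encodes phosphoglycerate kinase, rose by 2.22 on the log2 scale (standard error 0.13, adjusted p = 1.34e-06 from limma). Relative to the 75th percentile, its log2 signal was -0.82 ± 0.015 (SD, n = 3 arrays) in SKOV3 and -3.04 ± 0.09 (n = 3) in IOSE80. ODC1, which encodes ornithine decarboxylase, was higher by 1.62 (standard error 0.15, adjusted p = 2.03e-05). The ribosomal protein gene RPL10 showed a difference of -1.13 (standard error 0.14, adjusted p = 0.000122), which no longer passed the fold change of 2 after normexp background correction (-0.76). For these genes every SKOV3 array lay on the same side of every IOSE80 array. ACTB differed by 0.06 (standard error 0.12, adjusted p = 0.694) and GAPDH by 0.25 (standard error 0.14, adjusted p = 0.158), and neither was called.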

We performed microarray profiling of mRNAs, identifying a total of 5497 differentially expressed mRNAs between SKOV3 and IOSE80 cells, including 2320 upregulated and 3177 downregulated mRNAs. In addition, 12,015 mRNAs were differentially expressed between SKOV3/DDP and IOSE80 cells, including 5336 upregulated and 6679 downregulated mRNAs. Moreover, we identified 11,587 differentially expressed mRNAs between SKOV3/DDP and SKOV3 cells, including 5328 upregulated and 6259 downregulated mRNAs. 

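Of the named mRNAs, the histone gene H3-3A was higher in SKOV3/DDP than in IOSE80 by 2.74 on the log2 scale (standard error 0.12, adjusted p = 6.04e-08 from limma). Its log2 signal relative to the 75th percentile was 7.06 ± 0.10 (SD, n = 3 arrays) in SKOV3/DDP and 4.32 ± 0.08 (n = 3) in IOSE80. The difference was 0.91 after quantile normalization, under the fold change of 2. COX4I1, which encodes a subunit of cytochrome c oxidase, showed a difference of -2.79 (standard error 0.23, adjusted p = 2.85e-06). ACTB and GAPDH were higher by 2.01 and 2.12, but only by 0.10 and 0.33 after quantile normalization, where neither was called. These values stand beside the shift of the median of all tested probes in this scaling. The IOSE80 signal of RPL10 was at least 1.93-fold that of SKOV3/DDP, where the probe was not well above background on any array. This bound sets a dim array at the lowest signal among its probes well above background, or at the probe's own signal if that is higher. After normexp background correction RPL10 lay above IOSE80 instead, by 0.29, and was not called. The named probes were read on the same SKOV3/DDP arrays on which mouse-named control probes were bright.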

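In SKOV3/DDP against SKOV3, the named mRNA of PRMT1, which encodes an arginine methyltransferase, was higher by 2.97 on the log2 scale (standard error 0.12, adjusted p = 5.46e-08 from limma). Its log2 signal relative to the 75th percentile was 6.37 ± 0.08 (SD, n = 3 arrays) in SKOV3/DDP and 3.41 ± 0.06 (n = 3) in SKOV3. PGK1 showed a difference of -3.95 (standard error 0.13, adjusted p = 1.84e-08) and COX4I1 one of -2.81 (standard error 0.23, adjusted p = 2.92e-06). PRMT1, PGK1 and COX4I1 were each called under all alternatives tried, with any 1 array left out as well. After quantile normalization PRMT1 was higher by only 1.68, while PGK1 was at -4.67 and COX4I1 at -3.54. On the authors' processed values PRMT1 was higher by 1.67. The same SKOV3/DDP arrays, with their bright mouse-named control probes, underlie these values and every alternative. The median of all tested probes shifted by 1.27 in this comparison. ACTB was higher by 1.95 and GAPDH by 1.87, a direction that was lost after quantile normalization, where ACTB was at -0.0070 and GAPDH at -0.0075.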

Figure 2 shows volcano plots and hierarchical clustering results for the differentially expressed mRNAs.

**Fig. 2:**
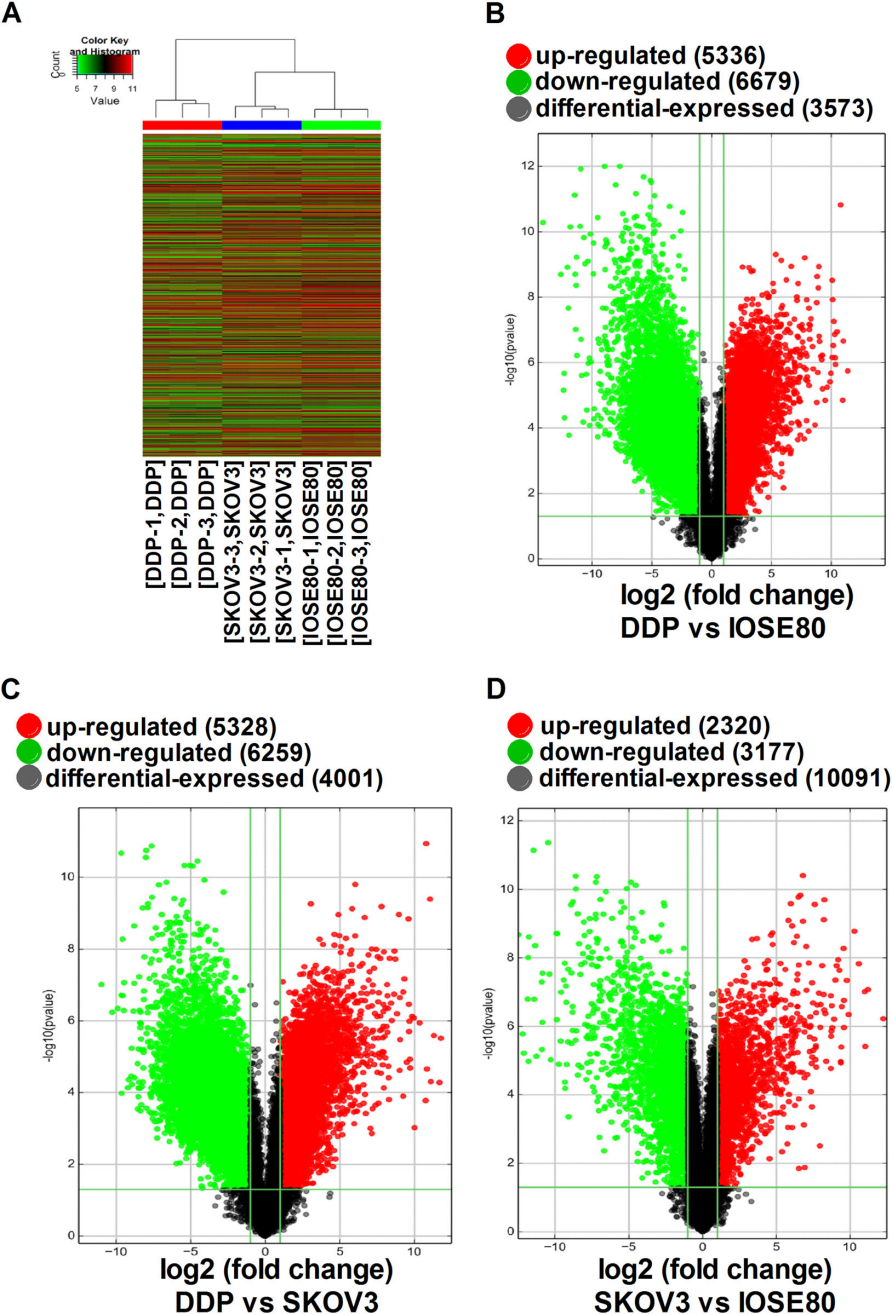
Differentially expressed mRNAs in IOSE80, SKOV3, and SKOV3/DDP cell lines. **a** Differentially expressed mRNAs were analyzed using hierarchical clustering. Volcano plot comparisons of gene expression between **b** SKOV3 and IOSE80 cells, **c** SKOV3/DDP and IOSE80 cells, and **d** SKOV3/DDP and SKOV3 cells. Volcano plots were used to visualize differential expression between two different conditions. Vertical lines correspond to twofold upregulation and downregulation, respectively, and the horizontal line represents a *P* < 0.05. The red and green points in the plot represent upregulated and downregulated genes that are statistically significant

### Biological analysis

In our survey of gene ontology (GO) biological processes, the functions of the upregulated mRNAs (SKOV3 versus IOSE80, SKOV3/DDP versus IOSE80, and SKOV3/DDP versus SKOV3) were primarily involved in anatomical structure development, single-organism processes, and regulation of cellular biosynthetic processes (Fig. 3a–c). In addition, the functions of the downregulated mRNAs primarily involved cellular metabolic processes, cellular macromolecule metabolic processes, and cellular response to interferon (IFN)-γ (Fig. 3d–f).

**Fig. 3:**
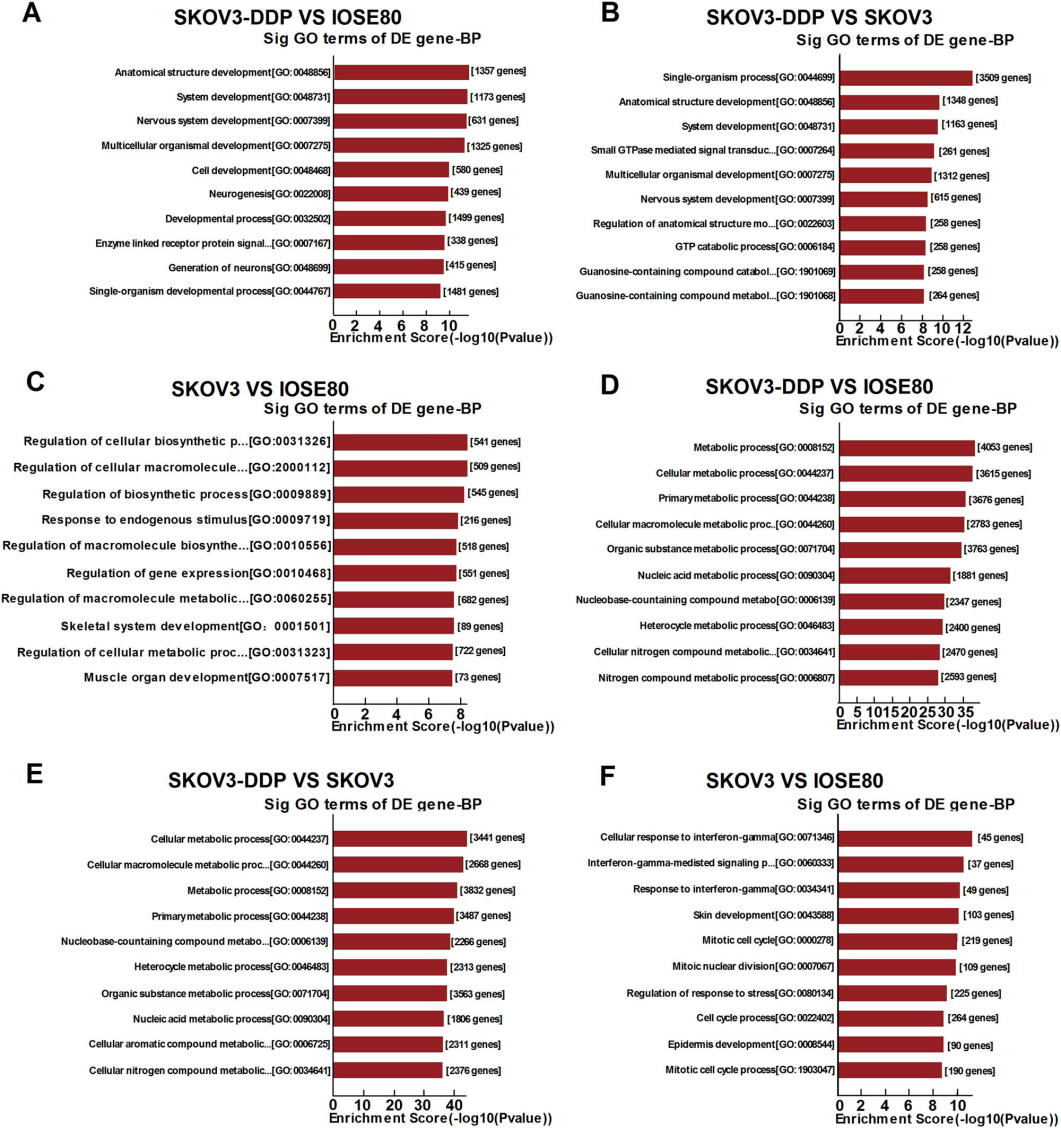
GO analysis of differentially expressed mRNAs. **a**–**c** Top ten GO terms of biological processes for mRNAs downregulated between SKOV3 and IOSE80 cells, SKOV3/DDP and IOSE80 cells, and SKOV3/DDP and SKOV3 cells. **d**–**f** Top ten GO terms of biological processes for mRNAs upregulated between SKOV3 and IOSE80 cells, SKOV3/DDP and IOSE80 cells, and SKOV3/DDP and SKOV3 cells

The main Kyoto encyclopedia of genes and genomes (KEGG) pathways for the upregulated transcripts (SKOV3/DDP versus IOSE80, SKOV3/DDP versus SKOV3, and SKOV3 versus IOSE80) involved endocytosis, the mitogen-activated protein kinase (MAPK) signaling pathway, and the p53 signaling pathway (Fig. 4a–c). By contrast, the main KEGG pathways for the downregulated transcripts included ribosome, protein processing in the endoplasmic reticulum, antigen processing and presentation, and herpes simplex infection (Fig. 4d–f).

**Fig. 4:**
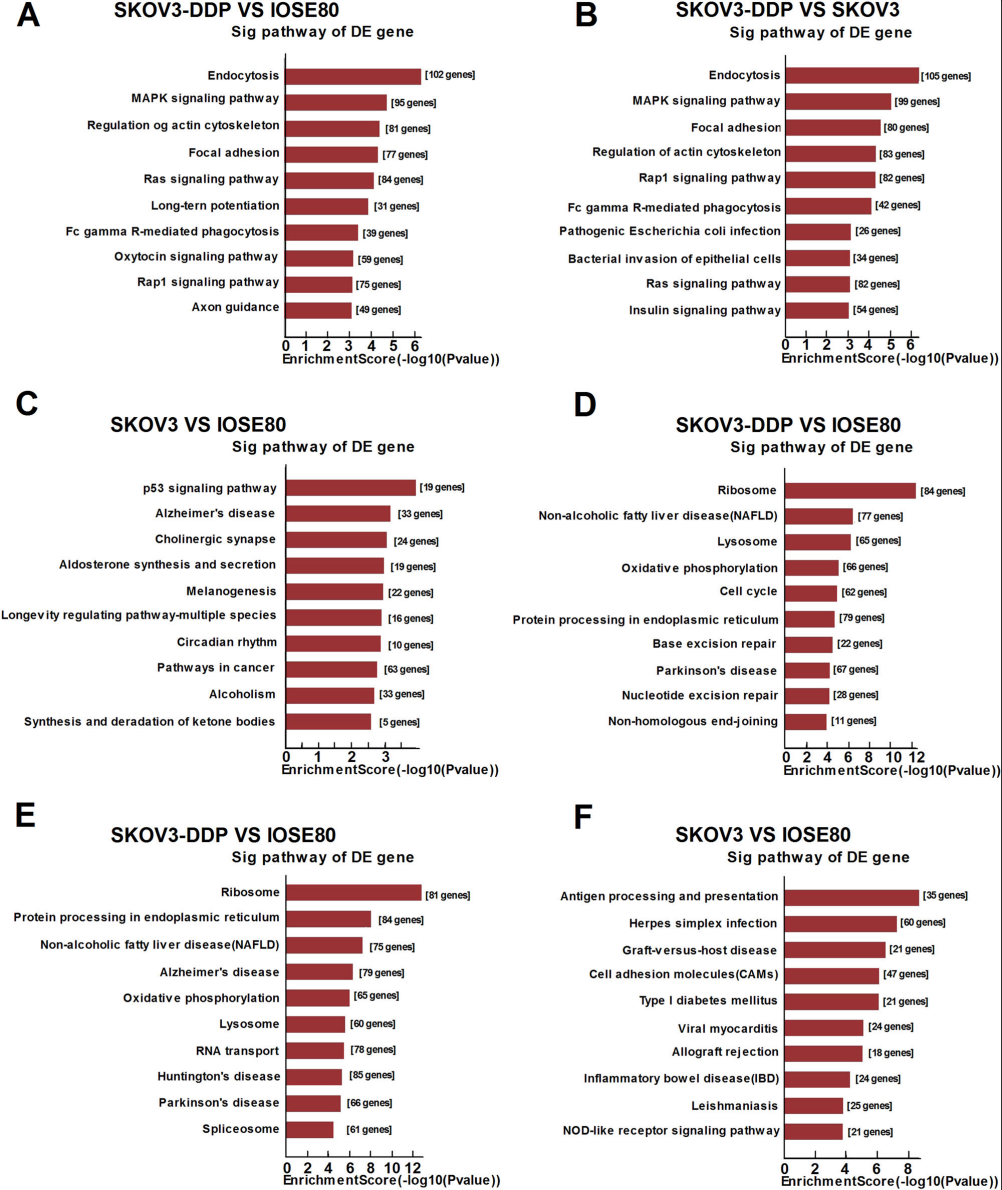
Pathway analysis of differentially expressed mRNAs. **a**–**c** Top ten KEGG pathways corresponding to the mRNAs downregulated between SKOV3 and IOSE80 cells, SKOV3/DDP and IOSE80 cells, and SKOV3/DDP and SKOV3 cells. **d**–**f** Top ten KEGG pathways corresponding to the mRNAs upregulated between SKOV3 and IOSE80 cells, SKOV3/DDP and IOSE80 cells, and SKOV3/DDP and SKOV3 cells

### Candidate lncRNA-expression levels in vivo

Based on the microarray results of the 3527 lncRNAs, we identified four with the most significant differential expression between OC and normal ovary cells (*CDKN2A-AS1*, *LINC00184*, *LINC-PINT*, and *LOC100133669*). We performed real-time quantitative polymerase chain reaction (qPCR) analysis of the levels of these lncRNAs in the cell lines described, as well as a new ovary cancer cell line (HO-8910), in order to verify their expression. The results demonstrated that *CDKN2A-AS1 and LINC00184* were significantly upregulated, whereas *LINC-PINT* and *LOC100133669* were markedly decreased in HO-8910, SKOV3, and SKOV3/DDP cells as compared with levels in IOSE80 cells (Fig. 5a). To confirm these findings, ovary biopsy samples extracted during gynecological surgery from both OC patients and healthy individuals were used to evaluate differences in levels of the most dysregulated candidate lncRNAs, including *CDKN2A-AS1*, *C7orf55*, *LINC00184*, *HEIH*, *ZEB2*, *SNHG3*, *LINC00630*, *LOC100133669*, *APTR*, *LINC-PINT*, and *SEMA5A*. qPCR results indicated marked upregulation of *CDKN2A-AS1*, *C7orf55*, *LINC00184*, *HEIH*, and *ZEB2* expression, whereas that of *SNHG3*, *LINC00630*, *LOC100133669*, *APTR*, *LINC-PINT*, and *SEMA5A* was downregulated in OC tissues as compared with levels in normal ovary tissues (Fig. 5b).

**Fig. 5:**
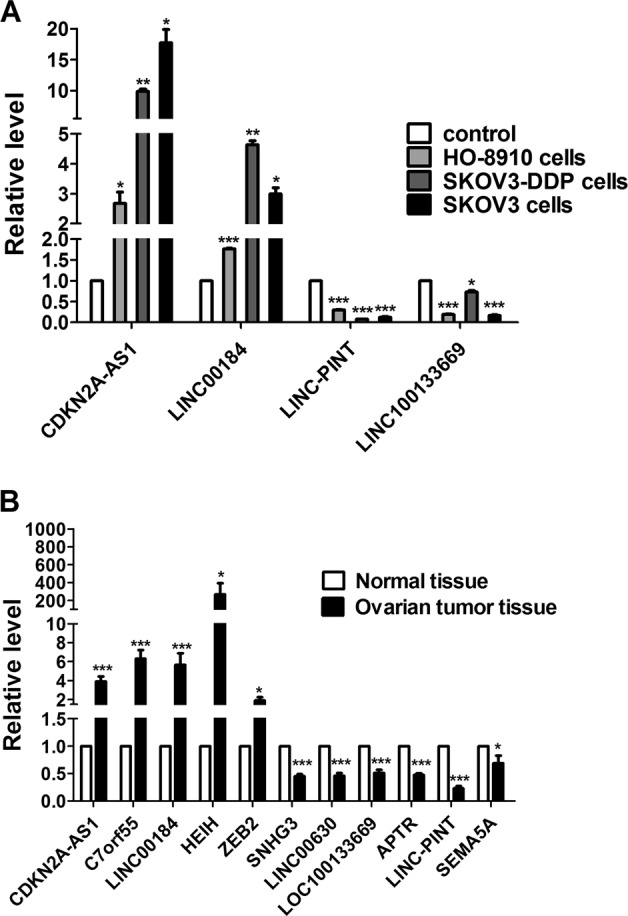
Relative expression of different lncRNAs in HO-8910, SKOV3, and SKOV3/DDP cell lines, normal ovary tissues, and OC tissues. Results of qPCR analyses. *P *<* 0.05; **P < 0.01; and ***P < 0.001 versus normal cells [a, *n* = 3; and b, *n* = 30]

### Construction of a lncRNA–mRNA co-expression network

A lncRNA–mRNA co-expression network was constructed in order to identify mRNAs associated with specific lncRNAs. The two lncRNAs exhibiting the most significant differential expression (*HEIH* and *LINC-PINT*) were selected for building this co-expression network in order to evaluate potential associations with mRNAs. We selected 74 and 5 target mRNAs for *HEIH* and *LINC-PINT*, respectively, among which were those involved in important roles in cancer progression. For example, *S-phase kinase-associated protein 2* participates in the regulation of immune reactions, cell proliferation, and recruitment, and levels of *schlafen family member 11* are directly associated with chemotherapeutic and/or polyADP ribose polymerase-inhibitor sensitivity in a number of cancer types. In addition, upregulation of *MAN1A1* activates the unfolded protein response and might initiate metastasis. The cancer-specific roles of these mRNAs suggest the potential importance of *HEIH* and *LINC-PINT* in EOC (Fig. 6a, b).

**Fig. 6:**
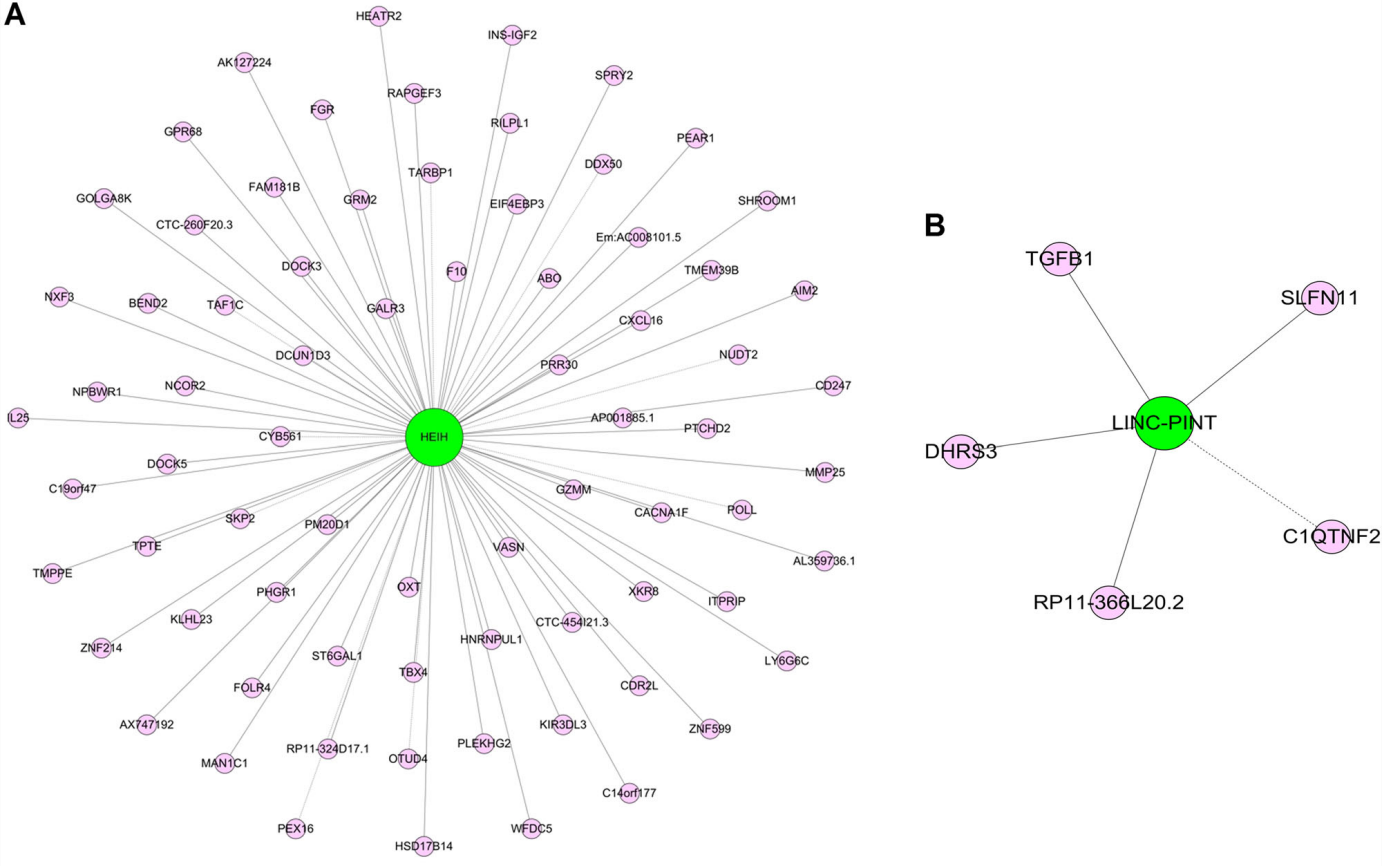
Construction of a lncRNA–mRNA co-expression network. Red nodes represent mRNAs, and green nodes represent lncRNAs. The lines between the red and green nodes represent interactions between mRNA and lncRNA. Solid lines indicate positive correlations, whereas a dashed line indicates a negative correlation

### Suppression of lncRNA HEIH inhibits OC cell progression

To further investigate the function of *HEIH* in OC development, we transfected SKOV3 and HO-8910 cells with small-interfering (si)RNA targeting *HEIH* (si-HEIH), followed by assessment of cell proliferation, migration, and invasion. Both OC cell lines exhibited lower invasion rates relative to those of control cells, suggesting that *HEIH* silencing significantly reduced the invasive abilities of SKOV3 and HO-8910 cells (Fig. 7a, c, h, j). To evaluate the role for *HEIH* in cell migration, we performed a wound-healing assay, finding that *HEIH*-silenced cells exhibited slower wound-healing ability relative to controls (Fig. 7b, d, i, k). In addition, flow cytometry results showed a decreased number of cells in the S phase of the cell cycle (Fig. 7e, f, l, m). Moreover, Cell Counting Kit-8 (CCK-8) assays confirmed that *HEIH* silencing inhibited OC cell viability (Fig. 7g, n). These results suggested that *HEIH* siRNA might represent an efficacious method for suppressing tumor growth by inhibiting OC cell progression.

**Fig. 7:**
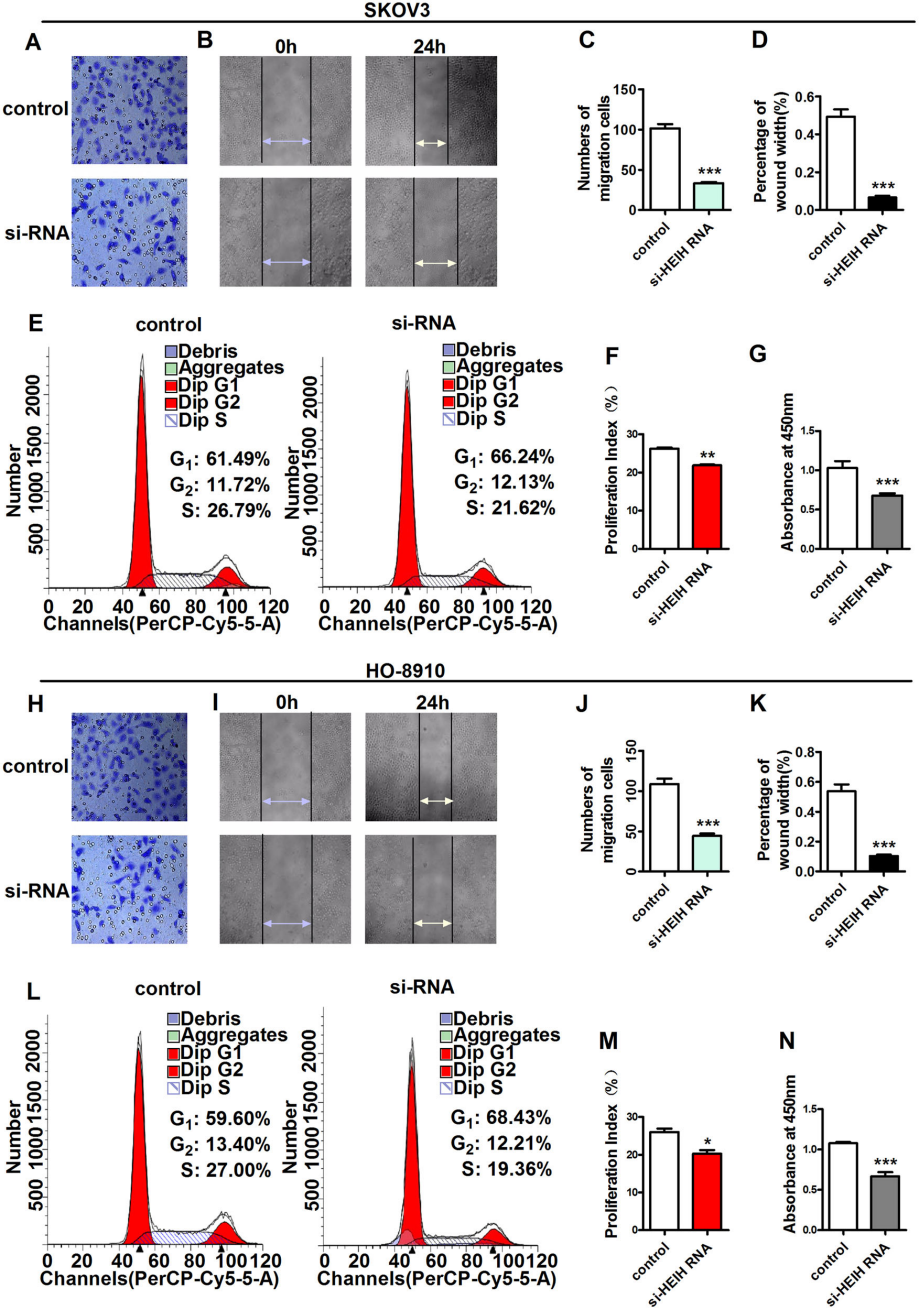
Changes in *HEIH* expression between SKOV3 and HO-8910 cells affect cell proliferation, cell cycle progression, and cell migration in vitro. SKOV3 and HO-8910 cells were transfected with si-*HEIH* for 24 h. **a, h** SKOV3 and HO-8910 invasion abilities according to the transwell migration assay. **b, i** Representative photomicrographs of wound healing in the presence of SKOV3 cells at 0 h and 24 h. **c, j** Number of SKOV3 and HO-8910 cells that invaded the substratum of the membrane per field of view. **d, k** Photomicrographs of wound healing in the presence of HO8910 at 0 h and 24 h. Arrows highlight the linear scratch/wound for each group of cells. The mean percentage of wound closure per group (*n* = 3). **e, f, l, m** Flow cytometric results showing cell cycle arrest in the si-*HEIH* group. **g, n** Proliferative ability according to the CCK-8 assay. Data represent the mean ± standard deviation. *P < 0.05; **P < 0.01; ***P < 0.001

## Discussion

Numerous studies report that lncRNA dysregulation is associated with human cancers, including EOC^17^. However, studies of the expression profiles of lncRNAs in EOC or *cis*-resistant EOC, as well as those predicting correlations between lncRNA and malignant progression, are limited. In this study, we used microarrays to detect genome-wide lncRNA-expression patterns in SKOV3 cell lines and compared those with patterns in IOSE80 and SKOV3/DDP cell lines in order to elucidate their potential roles in EOC oncogenesis and progression. In addition, we evaluated correlated signaling pathways associated with several candidate lncRNAs identified from this analysis.

lncRNAs play important roles in the regulation of gene expression and tumor progression^18,19^, and their expression is closely associated with biological functions and tumor status^20^. Some lncRNAs exhibit tissue-specific, disease-specific, and developmental-stage-specific expression^20–22^. Previous studies identified *HOTAIR*^23^, *ANRIL*^24^, and *LSINCT5*^25^ as important regulators of OC. 

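Of the probes of both RNA classes called against IOSE80, 5782 were called in SKOV3 and SKOV3/DDP in the same direction and 1722 in opposite directions, 2058 were called in SKOV3 only, and 15927 in SKOV3/DDP only. If the calls of both comparisons were independent of each other, 3871 probes in the same direction and 3974 in opposite directions would be called in both lines. The comparisons share the IOSE80 arrays, so their calls are not independent. The log2 differences of the 2 comparisons correlated with a Pearson r of 0.386 across probes. In 20 simulated data sets with unchanged lines, shared IOSE80 arrays alone gave a mean r of 0.499. The simulated differences held noise only. Their r therefore does not measure how much of the observed r comes from the shared arrays.

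**Figure D3:**
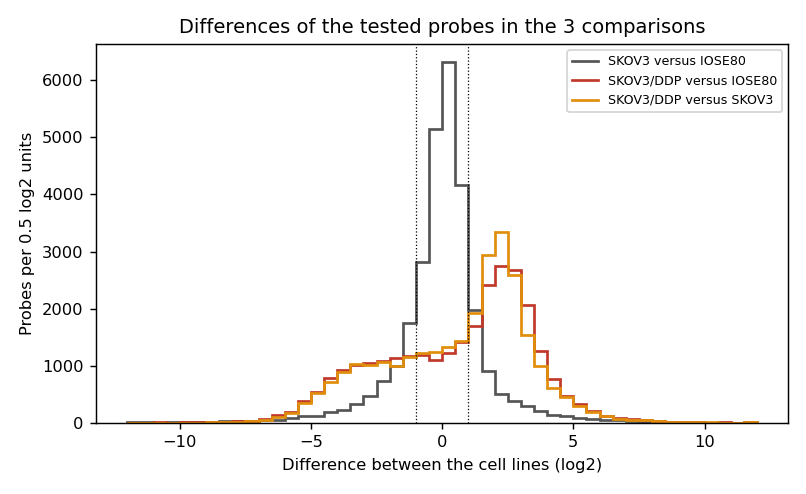
Number of tested probes per interval of 0.5 (vertical axis) by log2 difference between the cell lines (horizontal axis) in each of the 3 comparisons, with dotted lines at a fold change of 2. Both comparisons with SKOV3/DDP spread wider than SKOV3 against IOSE80 and have their medians at 1.24 and 1.27, against 0.08.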

In the present study, we observed significant differential expression of some lncRNAs and mRNAs in SKOV3 and SKOV3/DDP cells as compared with IOSE80 cells, and that a higher number of genes exhibited differential expression in SKOV3/DDP cells relative to SKOV3 cells. Our results highlighted a unique lncRNA-expression profile in SKOV3 cells, with some of these lncRNAs possibly associated with chemotherapy resistance.

We found that most of the enriched GO terms and KEGG pathways associated with downregulated mRNAs were shared between SKOV3 and SKOV3/DDP cells. GO analysis revealed that differentially expressed lncRNAs were highly enriched in cellular response to IFN-γ, cellular metabolic processes, single-organism processes, and regulation of cellular biosynthetic processes. Moreover, the top predicted KEGG pathways were the p53 signaling pathway, cancer-related pathways, protein-processing pathways in the endoplasmic reticulum, and the MAPK signaling pathway, all of which are associated with EOC progression. Previous studies showed that lncRNAs play important roles in cancer by regulating associated signaling pathways, with *PINCR*^26^, *MIR31HG*^27^, and *ROR*^28^ affecting cancer-cell proliferation via the p53 signaling pathway, and *NNT-AS1*^29^ and *BANCR*^30^ influencing cancer-cell proliferation and invasion by regulating the MAPK signaling pathway. Our results indicated that dysregulated lncRNAs might regulate cancer-associated pathways and affect the pathogenic process of EOC. Moreover, the significantly enriched GO terms and KEGG pathways for upregulated RNAs between the SKOV3 and SKOV3/DDP cell lines differed considerably from those of the downregulated RNAs. Our findings suggested that lncRNAs potentially regulate chemotherapy resistance via the enhancement of particular signaling pathways.

Our findings indicated that the functions of most of the identified lncRNAs were ambiguous. We constructed a lncRNA–mRNA co-expression network in order to identify key lncRNAs associated with EOC. lncRNAs *HEIH* and *LINC-PINT* showed the highest number of neighbors in the network, suggesting potentially key roles in regulating gene expression and protein translation possibly involved in EOC progression. Previous studies reported that a conserved functional codependence between *LINC-PINT* and *polycomb repressive complex 2* counteracts gene activation by the early growth response-1 protein^31^, and that *HEIH* promotes melanoma-cell proliferation, migration, and invasion by inhibiting miR-200b/a/429 levels^32^. In addition, we found that part of the dysregulated lncRNAs in the SKOV3/DDP cell line showed a higher degree of significant differential expression relative to those in the SKOV3 cell line. Moreover, CCK-8 and flow cytometric analyses confirmed that *HEIH* silencing significantly reduced the proliferative capacity of OC cells, and wound-healing and transwell migration assays indicated key roles for *HEIH* in inhibiting OC cell migration and invasion.

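Among the 2646 probes called higher than in IOSE80 in both cancer lines, lncRNAs and mRNAs together, 59.4% had the larger change in SKOV3/DDP. Their median change was 1.91 (log2) in SKOV3 and 2.72 in SKOV3/DDP. Among the 3136 probes called lower in both, 57.6% had the larger change in SKOV3/DDP, with medians of -2.24 and -3.12. After quantile normalization these shares were 70.8% and 73.5%. Only probes called in both lines enter these shares, and the size of a change in SKOV3/DDP carries the shift from the scaling. Mouse-named control probes were bright on the same SKOV3/DDP arrays. Of all 8519 probes called lower in SKOV3/DDP than in IOSE80, 4024 were not well above background on any SKOV3/DDP array. The background limits the size of such changes. The paper proposes that some lncRNAs of the profile in SKOV3 cells are possibly associated with chemotherapy resistance, which these shares do not test.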

In summary, our findings demonstrated that 8388 lncRNAs were differentially expressed in SKOV3 cell lines as compared with the IOSE80 cell line, and that multiple lncRNAs were identified as potentially involved in EOC-related signaling pathways. Our data provides a foundation for further investigations into the roles of *HEIH* in EOC oncogenesis and progression and will promote identification of novel therapeutic targets and diagnostic biomarkers in the future.

## Materials and methods

### Cell culture

IOSE80, SKOV3, and SKOV3/DDP cell lines were purchased from the American Type Culture Collection (Manassas, VA, USA). The HO-8910 human OC cell line was obtained from the Department of Obstetrics and Gynecology Laboratory of the Second Affiliated Hospital of Harbin (Heilongjiang, China), and Roswell Park Memorial Institute (RPMI)-1640 medium was purchased from Hyclone (South Logan, UT, USA). IOSE80, SKOV3, and SKOV3/DDP cells were cultured in Dulbecco’s modified Eagle medium supplemented with 10% fetal bovine serum (FBS). HO-8910 cells were cultured in RPMI-1640 medium supplemented with 10% FBS. All cell lines were cultured in a humidified incubator in an atmosphere of 5% CO_2_ at 37 °C.

### lncRNA and mRNA microarray

The Arraystar human lncRNA microarray (v.4.0; Arraystar, Rockville, MD, USA) was used for the global expression profiling of human lncRNAs and protein-coding mRNA transcripts in the EOC cell lines. Total RNA was amplified and labeled using a low-input QuickAmp labeling kit (One-Color; Agilent Technologies, Santa Clara, CA, USA). Labeled complementary (c)RNA was purified using an RNeasy mini kit (Qiagen, Hilden, Germany). The concentration and specific activity of the labeled cRNAs [pmol cyanine 3 (Cy3)/μg cRNA] were measured using a NanoDrop ND-1000 (Thermo Fisher Scientific, Waltham, MA, USA). Each slide was hybridized with 1.65 μg Cy3-labeled cRNA for 17 h at 65 °C in an Agilent hybridization oven using the Agilent gene-expression hybridization kit (No. 5188–5242; Agilent Technologies). The slides were washed in a slide-staining dish (Shandon; No. 121; Thermo Fisher Scientific) using a gene-expression wash buffer kit (Agilent Technologies) and scanned using an Agilent microarray scanner (G2565BA; Agilent Technologies). Feature-extraction software (v.11.0.1.1; Agilent Technologies) was used to extract data and analyze the acquired array images. Microarray data were saved in the Gene Expression Omnibus database (accession ID: GSE104776).

### RNA isolation and real-time qPCR

Total RNA was extracted from cells using TRIzol reagent (Thermo Fisher Scientific), with the amount of TRIzol reagent used based on the area of the culture dish (1 mL/10 cm^2^). Microarray data were validated by qPCR using SYBR Green master mix (Applied Biosystems, Foster City, CA, USA). *β-actin* was used as an internal control, and the 2^−ΔΔCT^ method was used for transcript quantification. Primers were designed using Primer 5 software (Premier Biosoft, Palo Alto, CA, USA), with the primer sequences listed in Table 1. All experiments were independently performed in triplicate.

**Table 1:** Primers used in this study

Gene	Forward (5′ → 3′)	Reverse (5′ → 3′)
*SNHG3*	GGAGACAGATTCGCAGTGGT	AAAGGAGGCATGAAATGCAC
*LINC00630*	GAGACGAAAGGACCCCAGAT	AGTAGCCCTGTCTCCAGCAA
*LOC100133669*	TACAGAGACCGAAGCGTCCT	TGTGAGGCCAGTGAAAAACA
*CDKN2A-AS1*	GAGGCCTGGTGAGCAAAATA	AAAGCCGTGTCTCAAGATCG
*C7orf55*	TTCGTGGGATAGGCAGAGAC	GCAGCTTGGAAATGAAGCTC
*LINC00184*	CCATTCATGATGTTGGGTCA	GGAAGGCTGGCAAGTAATGA
*HEIH*	CTGTGCTCGCATCACATACC	TGTGTGACCGATCAACTGGT
*ZEB2*	AGCCTCTGTAGATGGTCCAGTGA	AAGCGCTTGTAGCCCCGGTC
*SEMA5A*	CTACTTGCCGGGAAGGCGGC	CCCGGGATGAGCGACACTGG
*APTR*	ACACTGTTGCCGGTATCACA	GCTTGACAGCCTTCCACAAT
*LINC-PINT*	ACAAATCTACGTGCGCATCA	AGCAAGGCAGAGAAACTCCA

### Pathway analysis

Using the latest KEGG database (http://www.genome.jp/kegg), we performed pathway analyses for the differentially expressed mRNAs in order to determine significantly enriched biological pathways according to *P* < 0.05.

### GO analysis

We performed GO analysis in order to associate differentially expressed mRNAs with categories from the GO website (http://www.geneontology.org) according to *P* < 0.05, which denoted a significant GO term.

### lncRNA–mRNA co-expression network

We constructed a lncRNA–mRNA co-expression network in order to investigate the potential functions of the differentially expressed lncRNAs via interactions between mRNAs and lncRNAs. Networks were constructed using a previously described algorithm^33^. In the networks, red nodes represented mRNAs, and green nodes represented lncRNAs, with the lines between the red and green nodes representing interactions between mRNAs and lncRNAs. A solid line indicated a positive correlation, whereas a dashed line indicated a negative correlation.

### Transwell migration assay

A transwell migration assay was performed using Transwell inserts (BD Biosciences, San Jose, CA, USA) with an 8-μm pore-size filter. A total of 5 × 10^4^ cells in serum-free medium were seeded into the upper chamber of the insert pre-coated with Matrigel, and 500 μL of conditioned medium was added to the lower chamber. After a 24-h incubation, the cells were fixed with paraformaldehyde for 15 min and stained with 0.1% crystal violet, after which the cells on the top surface of the membrane were carefully removed, and the cells on the lower surface were examined by microscopy. Five random fields were photographed for counting purposes, and the average number of migrated cells was used as an indicator of migration capacity. All experiments were independently performed in triplicate.

### Cell-proliferation assay

Cell-proliferative capacity was measured using CCK-8 (Dojindo, Shanghai, China). Briefly, 2.5 × 10^3^ cells were seeded into wells after transfection and cultured for 24 h, after which 10 μL of CCK-8 reagent was added to each well, followed by incubation for 1 h at 37 °C. Optical density was measured using a microplate reader (Bio-Rad, Hercules, CA, USA) at a wavelength of 450 nm, and proliferation rates were calculated.

### Cell scratch test

SKOV3 and HO-8910 cells were seeded at 1 × 10^5^ cells/well on 1% gelatin-coated six-well plates (Corning, Apeldoorn, Netherlands). Confluent cells were serum-deprived for 16 h, and linear wounds were created in the monolayers by scratching with a sterile pipette tip. The monolayers were then washed with phosphate-buffered saline to remove floating cells, followed by addition of the conditioned medium. After a 24-h incubation, cell migration into the wound was assessed by microscopy. All experiments were independently performed in triplicate.

### Flow cytometry

We performed flow cytometric analysis in order to determine whether silencing *HEIH* inhibited the growth phase of SKOV3 and HO-8910 cells. SKOV3 and HO-8910 cells transfected with either negative control siRNA (si-NC) or si-*HEIH* were harvested at 48 h and resuspended at 1 × 10^6^ cells/mL, followed by the addition of Annexin V-FITC and propidium iodide (PI; BD Pharmingen, Franklin Lakes, NJ, USA) according to manufacturer instructions. Cells were fixed with 70% ice-cold ethanol and labeled with PI for growth-phase analysis. All experiments were conducted using a flow cytometer (FACScan; BD Biosciences).

### Statistical analysis

Data represent the mean ± standard error of the mean. Differences among groups were analyzed using one-away analysis of variance accompanied by a Newman–Keuls multiple-comparison test using GraphPad Prism software (v.5.0; GraphPad, San Diego, CA, USA). A two-tailed Student’s *t* test was used for comparison between two groups. A *P* < 0.05 was considered statistically significant.

How the deposited data were processed for this re-analysis (not part of the article)

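Expression was measured in IOSE80, SKOV3 and SKOV3/DDP cells with 3 one-color Arraystar human lncRNA arrays (v4.0) per line. The authors deposited the Feature Extraction 11.0.1.1 output of each array, with a background-corrected intensity and quality flags for each spot. They also deposited a table of processed log2 values for the same arrays. The arrays' headers name the scanner as G2505C, and the paper names another model. The paper's text gives no normalization and no adjustment for multiple tests for the arrays. Each column of the processed table had its highest rank correlation with the scanner values of its own array. The columns share one distribution, with a median of 3.70 and a 75th percentile of 6.84. On the SKOV3/DDP arrays, probes with an intensity up to 5.0 share one value in this table. The shared distribution is that of quantile normalization.

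The log2 of the background-corrected intensity was averaged over the spots of a probe, leaving out spots marked as non-uniform and, for probes with several spots, population outliers. A probe with several spots counted as well above background on an array where most of its spots were. Fewer probes were above background on each array than below it, so the 75th percentile used for scaling was taken over the 15178 probes well above background on all 9 arrays, and over all probes as an alternative. Probes well above background on at least 3 arrays were tested, which left 28559 of 60904. Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes) with the cell line as the factor and all 9 arrays in one model. Calls required a fold change over 2 and a Benjamini-Hochberg adjusted p under 0.05. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

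The test was first tested on simulated data for the 28559 probes, with 200 probes changed 4-fold. It recovered 81.0% of them in SKOV3 versus IOSE80 with 7 false calls, 86.5% in SKOV3/DDP versus IOSE80 with 8, and 81.0% in SKOV3/DDP versus SKOV3 with 6.

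The files pair array identifiers with neither gene names nor RNA class. Calls were planned by class, with adjustment within each class, and are reported over both classes instead. The lncRNAs and mRNAs that the paper names for quantitative PCR or its network were not analysed here, and no co-expression was computed. The 20 probes with a RefSeq accession were named through a table of the GRCh38.p14 assembly, in which all 20 were found. The arrays use hg19, so no coordinates are given. Of 10 gene lists written for the pathways the paper reports, 3 of the 78 ribosomal protein genes and 1 of the 75 oxidative phosphorylation genes had a named probe and the other 8 lists had none, so tests on these lists are void and were not run. The genes named in the text follow a rule. They are the RNAs the paper names, ACTB, GAPDH and, in each comparison, the 2 largest rises and 2 largest falls among called probes with a gene name that were well above background and unsaturated on all 6 arrays, without overlap between the lines. Some of the genes this rule picks are not used here. RPL10 in SKOV3/DDP and PGK1 in SKOV3/DDP against IOSE80 were added after their values were seen. A list of genes for checking the cell lines' identity had no named probe.

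The design, the alternatives and the naming rule were fixed before the data were examined. The alternatives were quantile normalization, the percentile over all probes, normexp background correction with an offset of 50, the authors' processed values, no filter on dim probes, only probes detected on all 9 arrays, the methods' t-test, unadjusted P values, a fit of the 6 arrays compared, the replicate number as a block, the scan as a block, and each array left out in turn. Normexp used the median in place of the mean spot signal. Scaling by the E1A spike-in control probes was planned and not run, because none of the 10 E1A probes was well above background on all 9 arrays. The authors' processed values with the methods' t-test, and scaling and filtering on the 6 arrays alone, were added after seeing the data.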

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

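Control probes on the arrays, which the paper does not report on, were compared with their level in IOSE80 before scaling. The tests on the mouse-named 5′ GAPDH and PGK1 probes, the mouse-named 3′ PGK1 probe and rat RNA in general were set out before those probes were looked at. The other tests below, and the use of lower bounds, were chosen after the result was seen.

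A signal well above its IOSE80 level appeared in 4 rodent-named control probes on all 3 SKOV3/DDP arrays. The mouse-named 5′ GAPDH probe, which was not well above background on any IOSE80 array, was higher by at least 10.64 on the log2 scale (at least 1595-fold). For such bounds, an array on which a probe was not well above background was set at the lowest signal of its probes well above background, or at the probe's own signal if higher. The mouse-named 3′ GAPDH probe was higher by 5.58 and the mouse-named 3′ PGK1 probe by 4.72. The rat-named 3′ PGK1 probe was higher by at least 9.42. The human-named probes went the other way or stayed level. Against SKOV3, the human-named 3′ PGK1 probe changed by -4.50, the 5′ PGK1 probe by -4.38, the 5′ GAPDH probe by -2.24 and the 3′ GAPDH probe by -0.11.

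Several technical explanations are argued against by these values. More human GAPDH or PGK1 RNA reaching the mouse-named probes would raise the human-named probes too, and the human-named 3′ PGK1 probe changed by -4.50. Degraded RNA would not raise a 5′ probe by at least 10.64. Scaling between arrays could not produce this signal, which was read before scaling, so the values are no test of it. Any factor common to a whole array also cancels within that array. There the mouse-named minus the human-named 5′ GAPDH signal rose by at least 12.91 from SKOV3 to SKOV3/DDP. The slide or scan is argued against by the SKOV3 array scanned with the SKOV3/DDP arrays, since the mouse-named 5′ GAPDH probe was at least 10.32 (log2) brighter on each SKOV3/DDP array. Single arrays exchanged within the study would leave a bright array under another label, and the lowest SKOV3/DDP array was at least 10.02 above the highest of the other 6. An exchange of all 3 arrays of a line with those of another would leave no such trace and stays open.

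A candidate explanation is RNA from mouse cells in the samples hybridized as SKOV3/DDP. Against SKOV3, the mouse-named 5′ GAPDH probe was higher by at least 10.67, the 3′ PGK1 probe by 2.58 and the 3′ GAPDH probe by 5.24, each on every array. The mouse-named 5′ PGK1 probe did not rise as this explanation had called for, with a change of -1.57. Its change from IOSE80 was -0.093. Relative to the human-named 5′ PGK1 probe of the same array, it rose by 2.80 from SKOV3 and by 2.61 from IOSE80. That rise was seen on every SKOV3/DDP array, where the human-named probe itself had changed by -4.38 from SKOV3. How bright this probe is with mouse RNA is not known, and the probe also rose with the human-named one from IOSE80 to SKOV3, which keeps this open. RNA from rat cells stays open as well. The rat-named 3′ PGK1 probe was higher than in SKOV3 by at least 9.57 and the rat-named 5′ GAPDH probe by 1.20, while the rat-named 3′ GAPDH probe, which was close to background, changed by -0.26 and the rat-named 5′ PGK1 probe by -1.95. The 2 species cannot be told apart by 4 probes each, because RNA of one may reach probes named for the other. How much of the RNA was not human was not measured. A mixed culture, RNA added at a later step or another sample under this label would look alike. A change in SKOV3 cells that resist cisplatin remains an open explanation for differences at other probes and was not tested.

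In SKOV3, 5 control probes for PGK1 were above their IOSE80 level. The human-named 3′ and 5′ probes were higher by 1.14 and 1.67, the mouse-named ones by 2.14 and 1.48, and the rat-named 5′ probe by 1.58. The rat-named 3′ PGK1 probe did not rise and was not well above background on any SKOV3 array. The PGK1 gene probe rose by 2.22, and by between 2.09 and 2.26 under the other scalings, background correction, filters and tests, with the scan or the replicate number as a block and with each array left out, and it was called each time. With the scan as a block the fit is the one without SKOV3 replicate 3, at 2.22, so these are not separate checks. The values for the PGK1 gene probe argue against the scaling, the background, the scan and any single array as its whole cause. A difference in PGK1 RNA between the lines is the reading the design offers, as a hypothesis.

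PGK1 was called in opposite directions against IOSE80, higher by 2.22 in SKOV3 and at -1.73 in SKOV3/DDP. The difference itself, tested between SKOV3/DDP and SKOV3, was -3.95 (adjusted p = 1.84e-08 from limma). It kept its sign and its call under the alternatives run, between -4.75 and -2.43, each array left out included. Over all probes, 1722 were called in opposite directions in the 2 lines, 956 of them higher in SKOV3, where 3974 would be if the calls of both comparisons were independent. A call between the 2 lines follows from opposite calls and adds no evidence. Both comparisons share the IOSE80 arrays. RNA from mouse cells may contribute to both patterns, since the human-named 3′ PGK1 probe changed by -4.50 where the mouse-named one rose by 2.58. Without probe sequences this was not tested for the other probes, and the cisplatin resistance of the line stays open.

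For the counts of called probes, chance in the grouping cannot be excluded by regrouping the arrays. Of the 10 splits of the 6 arrays of each comparison into 3 and 3, only the real one (1 of 10) called as many probes. The next largest count was 0 in each comparison, but 10 splits cannot give a share under 0.05. The other splits mix the lines, so their counts do not give the level expected without a change. In the 20 simulated data sets with unchanged lines, a mean of 0 probes was called in SKOV3 only and 0.05 in SKOV3/DDP only, against IOSE80. Noise as simulated there is argued against as the source of the 9562 and 23431 calls against IOSE80.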

How the results depend on the processing

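All settings named here were set before the data were examined except the 2 named in the last paragraph. The direction and the call of the counts, with their sizes within 1.5 times, held under most alternatives. Testing only probes detected on all 9 arrays, which leaves 15178 of the 28559 probes, called 3797 in SKOV3 versus IOSE80 (1876 higher, 1921 lower), 12563 in SKOV3/DDP versus IOSE80 (8904 higher, 3659 lower) and 12450 in SKOV3/DDP versus SKOV3 (8940 higher, 3510 lower). Without the filter on dim probes, 60904 probes were tested, and 52138 (43615 higher) and 51760 (43723 higher) were called in the 2 comparisons with SKOV3/DDP, in the order given. These filters change the number of probes tested, and SKOV3 versus IOSE80 had 10678 calls without one. Lower calls in SKOV3/DDP hardly changed without the filter (8523 and 8037), so nearly all added calls were higher. Scaling subtracted at most 9.79 (log2) on SKOV3/DDP arrays and at least 12.13 on the others. This raises SKOV3/DDP probes at background relative to the other lines. With the filter, 2801 and 2817 higher calls were not well above background on any array of the other line. Normexp background correction left 4758 lower probes in SKOV3/DDP versus IOSE80 and 4417 in SKOV3/DDP versus SKOV3. Of the probes it called, 829 and 754 had been called in the opposite direction without it. The cause was not tested.

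The share of higher probes among the calls of SKOV3/DDP versus IOSE80 was 63.6% and moved to 53.2% with quantile normalization, 53.2% with the percentile over all probes and 79.5% with normexp. In SKOV3/DDP versus SKOV3 it was 65.2% and moved to 53.5%, 53.4% and 81.0%. In SKOV3 versus IOSE80 it stayed between 46.2% and 49.4% over the alternatives. The number of probes called in both cancer lines against IOSE80 fell to 3638 in the same direction and 908 in opposite directions with normexp, and to 2114 and 789 with only probes detected on all 9 arrays. The clusters of arrays were the cell lines with quantile normalization and with Euclidean distance as well.

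With each array left out in turn, the called probes numbered from 9181 to 9876 in SKOV3 versus IOSE80, from 23196 to 23520 in SKOV3/DDP versus IOSE80 and from 22790 to 23181 in SKOV3/DDP versus SKOV3. Where this left 2 arrays in a line, the spread was pooled over all lines. With replicate numbers as a block, 9575, 23451 and 23124 probes were called in the 3 comparisons. Arrays with the same replicate number did not deviate together, with a mean correlation of deviations of 0.0018 over 9 pairs (from -0.161 to 0.295), so the numbers give no pairing. With the scan as a block, SKOV3 versus IOSE80 had 9289 calls and was the same fit as without SKOV3 replicate 3. Both comparisons with SKOV3/DDP then rested on the 1 SKOV3 array of scan 2, so no counts are given.

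Of the genes named, the small difference of ACTB in SKOV3 versus IOSE80 changed sign with the authors' processed values (-0.033) and ranged from -0.0032 without IOSE80 replicate 2 to 0.101 without IOSE80 replicate 1. In SKOV3/DDP versus SKOV3, the rise of ACTB ended at -0.0070 and that of GAPDH at -0.0075 with quantile normalization, and GAPDH was at -0.0068 on the authors' processed values. On both sets of values ACTB, GAPDH and H3-3A were not called in SKOV3/DDP versus IOSE80. PGK1 in SKOV3/DDP versus IOSE80 was at -0.35 with normexp, and not called. COX4I1, ODC1 and PRMT1 kept their calls in the comparisons given, under all alternatives run. Signal over background limits the dim genes, and RPL10, which was not well above background on any SKOV3/DDP array, was at 0.29 against IOSE80 with normexp.

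Chosen after seeing the data were the authors' processed values with the methods' t-test at an unadjusted P under 0.05, which called 9024, 21721 and 20901 probes, and scaling and filtering on the 6 arrays of a comparison alone, which called 9342, 22050 and 21602. In the former, ACTB in SKOV3 versus IOSE80 was at -0.033 and GAPDH in SKOV3/DDP versus SKOV3 at -0.0068. Scaling by the E1A spike-in probes was not run, since none of these 10 was well above background on all arrays, and the tests on gene lists were not run under any setting.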

Differences from the paper's values

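The paper gives its counts by RNA class, and no count by class was computed here. Summed over lncRNAs and mRNAs, the paper's counts are 4265 higher and 4759 lower in SKOV3 versus IOSE80, 11541 and 10180 in SKOV3/DDP versus IOSE80, and 11076 and 9825 in SKOV3/DDP versus SKOV3. The counts from limma at an adjusted p under 0.05 lie within 1.36 times these sums. The authors' processed values with the methods' t-test at an unadjusted P under 0.05, over the 28558 probes that passed the same filter, gave all 9 sums, higher, lower and together, exactly. This setting was chosen after seeing the values.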

Other observations

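The test below was chosen after the signal on the arrays was seen. The SKOV3/DDP arrays were dimmer than the others, with a 75th percentile of the intensity of 51.8 against 173 in IOSE80 and 168 in SKOV3. Of the 2000 brightest probes of the IOSE80 and SKOV3 arrays, 52.2% were at least 16-fold dimmer on the SKOV3/DDP arrays before scaling. For comparison, 3.55% of the 2000 brightest IOSE80 probes were at least 16-fold dimmer in SKOV3. Less labelled RNA on the SKOV3/DDP arrays would dim all probes together, but 1155 probes were more than 2-fold brighter on every SKOV3/DDP array than on every other array before scaling, and 528 of them were not well above background on any array of the other lines. Less labelled RNA alone is therefore argued against as the whole cause. RNA from another species may contribute, since human-named and mouse-named probes moved apart on these arrays (at least 10.67 higher for the mouse-named 5′ GAPDH probe against SKOV3). The design also names cisplatin resistance, which was not tested apart from it.

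The paper used β-actin as the internal control of its quantitative PCR. On the arrays, the ACTB probe was at a log2 intensity before scaling of 17.21 ± 0.0046 (SD, n = 3 arrays) in IOSE80, 17.21 ± 0.07 in SKOV3 and 16.67 ± 0.04 in SKOV3/DDP. The GAPDH probe was at 17.03 ± 0.08, 17.21 ± 0.13 and 16.59 ± 0.21. Relative to the scaling, ACTB was 2.01 higher in SKOV3/DDP than in IOSE80, and 0.10 with quantile normalization.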
